A study of Mus musculus with 2 samples.

How the data were processed

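Gene expression was measured by RNA sequencing in 2 cultures of primary rib chondrocytes, the matrix-producing cells of rib cartilage, taken from C57BL/6J mice on postnatal day 4. The mice carried a floxed Sox9 allele, in which Cre recombinase removes the sequence between its recognition sites. Per the labels, one culture received an adenovirus expressing Cre from the CMV promoter and the other a virus of the same type without Cre, each at a multiplicity of infection of 200 for 48 h. RNA was extracted with Trizol, poly(A) RNA was selected on oligo-dT and adaptors were ligated to cDNA, per the labels' protocols. The libraries are called Cre and Null after their viruses. The grouping came from the infection named in the labels, and there was 1 library per infection. The title of the Null sample is EM, which the labels do not explain, so its identity rests on its infection label.

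The authors deposited raw read counts, 1 table per library, as whole numbers per RefSeq transcript record. The tables have no header. The aligner, the counting program, the genome build, the annotation release and any read filter are not recorded in the labels or the files used here, so no genome coordinates are given. The 2 tables list the same 27442 records, with 26798 distinct identifiers, in the same order, and 288 identifiers occur more than once. Isoforms of one gene often carry nearly the same count. Of 1168 genes with at least 100 reads and several records with reads, 670 (57.4%) had a smallest record within 10% of the largest. The column totals (2730460 Cre, 2628557 Null) therefore count many reads more than once.

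Records were given gene symbols from the NCBI RefSeq table of assembly GRCm38.p6, which matched 26690 records. GENCODE release M21 tables brought this to 26846. The remaining 596 records kept their own identifier and held 3.45% of the gene-level reads in Cre and 4.40% in Null. Each gene was represented by its record with the most reads over both libraries, which gave 21940 entries, 14323 of them with reads. Gene-level totals were 1969877 reads in Cre and 1900880 in Null. At these depths 3 reads, the smallest number taken as detectable, correspond to 1.52 CPM in Cre and 1.58 CPM in Null before TMM scaling. Intervals and floors cover counting error only, since the tables carry no molecular identifiers.

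Counts were scaled to CPM (counts per 1000000 reads of the library) with TMM factors from edgeR 4.0.16 in R 4.3.3 (1.0584 for Cre, 0.9448 for Null). A change is given as the log2 ratio of Cre over Null after adding a prior count of 0.5, with a 95% Clopper-Pearson interval from the conditional binomial distribution of the reads (SciPy 1.17.1). The prior is added to the unscaled reads. It therefore pulls the ratios of genes with few reads toward the value for equal reads in both libraries, which is -0.22 with TMM. With 1 library per infection no dispersion can be estimated, and the main results carry no test between the infections. Genes were counted as different between the libraries when the mean was at least 1 CPM, the ratio was at least 2-fold and the interval excluded 0. These counts describe 2 libraries and have no replicate check.

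The classes of genes named in the study's title were represented by lists. The lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from 2 alternatives named at the end. The lists were ECM proteins, ECM modification enzymes, receptors, solute carriers (every symbol that begins with Slc and a number) and the collagen family. The median log2 ratio of each list was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. Percentiles under 2.5 or over 97.5 were treated as apart from the random lists. Genes are not independent replicates, so the percentile describes these libraries only. Named genes were chosen by rule: Sox9, 11 fixed cartilage and related genes, the 3 lowest and the 1 highest member of the enzyme, receptor and solute carrier lists, and the 5 lowest and 5 highest of all genes. The list members and the lowest and highest genes had to have a mean of at least 10 CPM and were ranked by the interval bound nearer to 0.

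The calculation was tested on simulated counts for the same genes and depths, with 200 genes changed 4-fold. The 200 were drawn from genes with a mean of at least 10 CPM. Recovery of genes with fewer reads, or of 2-fold changes, was therefore not tested. With counting error alone 99.5% of the changed genes were recovered, and 138 of 12532 unchanged genes met the criteria. With an added coefficient of variation of 0.2 between samples, 98% were recovered and 584 of 12393 unchanged genes met the criteria, and the intervals covered the true value for 73.8% of genes.

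Alternatives covered the scaling (library size, DESeq2 1.42.0 median-of-ratios factors, upper quartile, library size without the 20 largest genes), thinning of the deeper library, correction for GC content and transcript length in 10 by 10 bins, filters on low counts, fold thresholds of 1.5 and 4, a prior count of 5, random lists matched on length as well as expression, an exact binomial test on the reads with Benjamini-Hochberg adjustment, and edgeR exact tests with assumed coefficients of variation of 0.1, 0.2 and 0.4. A scaling read from the row order of the tables and the summing of isoform records were added after the data were seen. Permutation tests in the closing observations used 100000 resamples. NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used under Python 3.11.15.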

Results

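To ask which mRNAs depend on the transcription factor SOX9 in chondrocytes, poly(A) RNA was sequenced from 1 culture of floxed-Sox9 rib chondrocytes infected with a Cre adenovirus and from 1 culture infected with the Null virus. The Cre library held 1969877 reads over gene entries and the Null library 1900880. Reads were detected for 13531 entries in the Cre library and 13277 in the Null library. The 20 most abundant entries took 15.4% of the reads in the Cre library and 23.6% in the Null library, and Col2a1 alone took 1.93% and 8.32%. There were no replicates, so each difference reported is one between 2 libraries, set against counting error and not against variation between cultures.

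The targeted gene was examined first. Sox9 (NM_011448) had 478 reads in the Cre library and 2535 in the Null library, or 229 and 1411 CPM. The log2 ratio was -2.62, with a 95% counting interval from -2.77 to -2.48, and the level in the Cre library was 16.3% of that in the Null library. The scaling that moved this value most was one read from the row order of the deposited tables, under which the log2 ratio was -3.40. The transcript-level counts do not separate the floxed exons from the rest of the mRNA.

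Over all genes, 12594 had a mean of at least 1 CPM, and their median log2 ratio was -0.01. Of these, 1003 genes were at least 2-fold lower in the Cre library with a counting interval below 0, and 1115 were at least 2-fold higher with an interval above 0. A further 882 genes differed at least 2-fold with an interval that included 0, so a difference was not detectable for them at this depth. At least 4-fold differences were found for 346 of the lower and 440 of the higher genes. Precision followed depth. Among the 3909 genes between 1 and 10 CPM the median width of a bounded interval was 3.56 on the log2 scale. It was 1.12 among the 6721 genes between 10 and 100 CPM, and 0.45 among the 1886 genes between 100 and 1000 CPM. Genes with 0 reads in a library have an unbounded interval and were left out of these medians, so the widths can be understated. The counts depended on the assumed variation between cultures: with an assumed coefficient of variation of 0.4, an edgeR exact test left 10 lower and 8 higher genes. They depended on the scaling as well, and the row-order scaling gave 4018 lower and 290 higher genes.

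**Figure D1:**
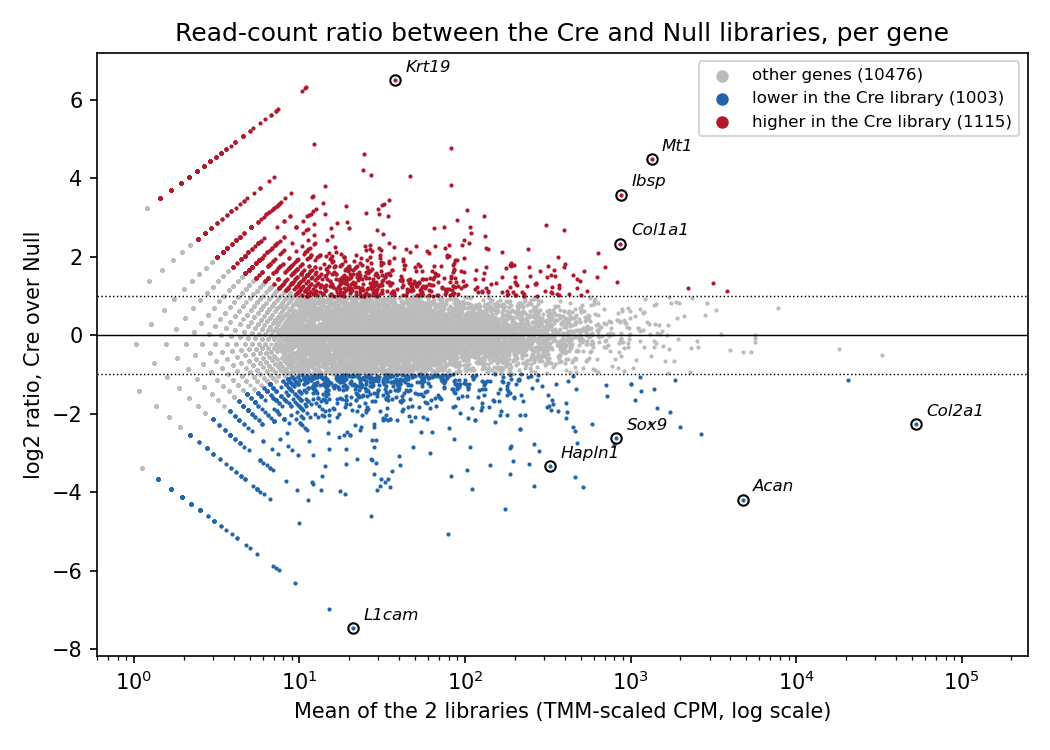
Each point is a gene with a mean of at least 1 CPM; the x axis is the mean of the 2 libraries (TMM-scaled CPM, log scale), the y axis the log2 ratio of Cre over Null, and dotted lines mark 2-fold. The 1003 lower genes are blue and the 1115 higher genes red; Sox9, Col2a1 and Acan lie well below the dotted line at high expression, while Mt1, Ibsp and Col1a1 lie above it.

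The next comparison concerned the genes for the cartilage matrix. Acan (NM_007424), which encodes aggrecan, had 16200 reads in the Null library and 1028 in the Cre library, a log2 ratio of -4.19 (counting interval -4.29 to -4.10). Col2a1 (NM_031163) had 158115 and 38087 reads, with a log2 ratio of -2.27 (-2.28 to -2.25). The log2 ratios of Col9a1 and Col11a2 were -2.23 (-2.33 to -2.13) and -2.35 (-2.44 to -2.27). After correction for GC content and transcript length Col2a1 was at -2.61, Col11a2 at -2.69 and Col9a1 at -2.30. Hapln1, the gene for the link protein, was lower still, at -3.34 (-3.63 to -3.07), and Matn1, with 27 and 75 reads, was at -1.67 (-2.38 to -1.04). Comp fell less than 2-fold, at -0.94, with an upper bound of -0.87 and a lower bound at the 2-fold threshold. Acan, Col2a1 and Comp had intervals that did not overlap, so the sizes of their falls differed by more than counting error. The intervals of Acan and Hapln1 also lay below that of Col2a1.

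The transcription factor genes Sox5 and Sox6, which are expressed with Sox9 in cartilage, differed in the size of the fall. Sox6 had 78 reads in the Cre library and 268 in the Null library, with a log2 ratio of -1.99 (-2.38 to -1.63). Sox5 had 87 and 120 reads and a log2 ratio of -0.68 (-1.09 to -0.27), below the 2-fold threshold. The hypertrophic collagen gene Col10a1 was lower in the Cre library, at -3.20 (-3.56 to -2.87). It did not stand for hypertrophic markers in general. The median of 19 such genes was 0.18, at percentile 92.53 of the random lists, with 4 lower and 5 higher. After correction for GC content and length it was 0.29, at percentile 98.50. Col1a1, a collagen gene of bone and fibroblasts, was higher, with 3025 reads against 518 and a log2 ratio of 2.33 (2.20 to 2.47).

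Over the list of ECM protein genes, 50 of 53 members had a mean of at least 1 CPM, and their median log2 ratio was -1.22. Of the 10000 matched random lists, 0 had a median as low. The median was -1.07 after correction for GC content and length. It was -1.997 with row-order scaling, which lowers all genes: relative to the median of all genes the list was at -1.20 with that scaling and at -1.21 with TMM. Of the 50, 26 were lower and 7 were higher in the Cre library by the criteria used for all genes. Together they accounted for 192089 CPM in the Null library and 86985 CPM in the Cre library. With the main settings the collagen family did not stand apart from the random lists. Its median was 0.10 over 35 genes and lay at percentile 81.7 of the random lists. Its members were spread widely, with quartiles of -2.16 and 1.46, and 10 were lower and 9 higher. Under the row-order scaling the collagen median was -0.91, and with members of at least 10 CPM it was 0.35.

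**Figure D2:**
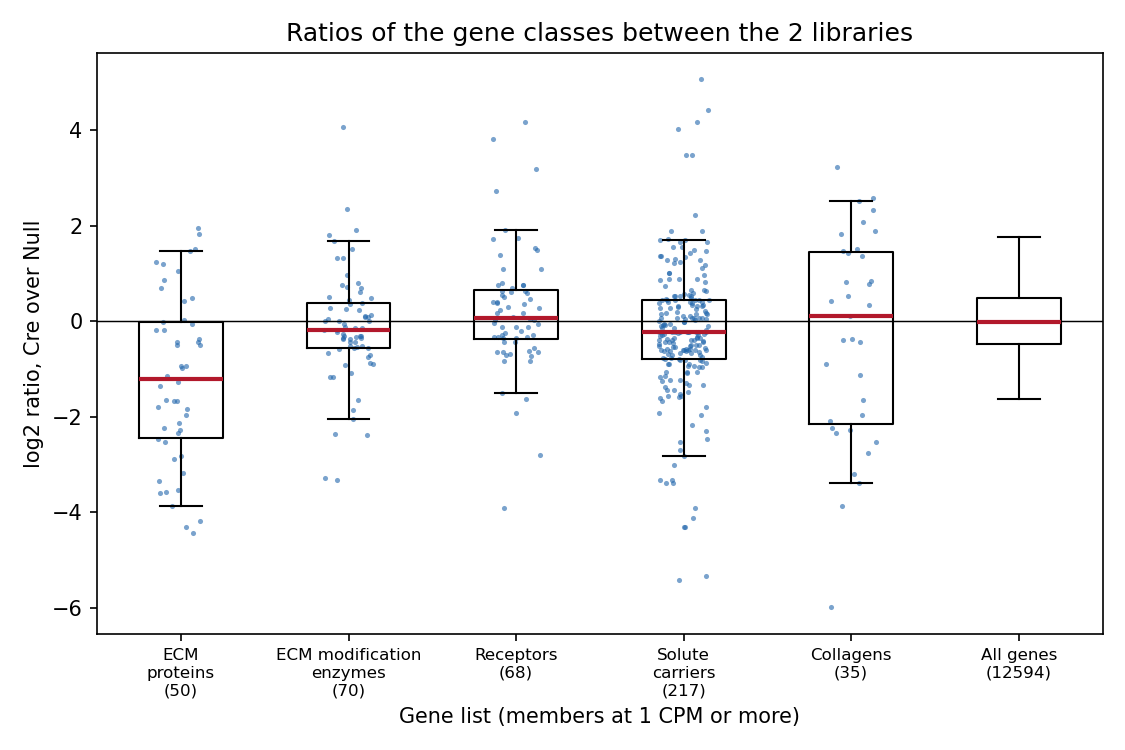
Each blue point is a gene of a list with a mean of at least 1 CPM and the y axis is its log2 ratio of Cre over Null; boxes span the quartiles, red lines are medians and whiskers reach the 5th and 95th percentiles. The ECM protein genes have a median of -1.22, whereas the medians of the other lists lie within 0.22 of 0 and the collagens spread to both sides.

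Genes for enzymes that modify the matrix shifted little as a group. The median log2 ratio of 70 such genes was -0.19, and 66 of 10000 random lists had a median as low. Among them 10 were lower and 8 higher. The lowest members, ranked by the bound of the interval nearer to 0, were Papss2 at -3.29 (-3.62 to -2.98), Extl1 at -3.32 (-3.77 to -2.92) and Xylt1 at -2.35 (-2.54 to -2.18). Papss2 makes the sulfate donor used on proteoglycans, and Extl1 and Xylt1 encode glycosyltransferases. The highest member was the aggrecanase gene Adamts4, with 184 reads in the Cre library and 9 in the Null library, at 4.06 (3.18 to 5.29).

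The receptor list did not stand apart. The median over 68 genes was 0.07, at percentile 84.5 of the random lists, and its sign changed after correction for GC content and length (-0.020) and with members of at least 10 CPM (-0.0065). Within the list 5 genes were lower and 10 higher. Fzd9 was lowest at -3.92 (-4.55 to -3.38), followed by Fgfr3, with 412 reads against 2496, at -2.81 (-2.97 to -2.66), and Fgfrl1 at -1.92 (-2.12 to -1.73). Itga11 was highest, with 319 reads against 19, at 3.82 (3.19 to 4.61).

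Of 375 genes with a solute carrier symbol, 217 had a mean of at least 1 CPM. Their median log2 ratio was -0.22, the value of a gene with equal reads in both libraries. Of 10000 random lists 12 had a median as low, and all 10000 had one at least as high, so the 12 were ties. With members of at least 10 CPM the median was -0.27, at percentile 0.00. Of the 217, 34 were lower and 21 higher by the criteria used for all genes. The sulfate transporter gene Slc26a2 was lower, with 28 reads against 197, at -3.01 (-3.66 to -2.45). Slc35g1 was at -2.48 (-3.07 to -1.95), and Slc1a3, with 5 reads against 47, at -3.33 (-5.14 to -2.12). The highest gene in the list was Slc9a3r1, at 1.48 (1.25 to 1.73), a scaffold protein gene that the symbol pattern takes in.

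Among all genes with a mean of at least 10 CPM, ranked in the same way, the lowest in the Cre library were L1cam, Kcns1, Acan, Chl1 and Ucma. L1cam and Chl1 had 0 reads in the Cre library against 76 and 54 in the Null library, which puts the upper bound of their log2 ratios at -4.54 and -4.04. Kcns1 had 9 reads against 274, at -5.07 (-6.29 to -4.20), and Ucma 32 against 603, at -4.43 (-5.01 to -3.94). The highest were Krt19, Mt1, Aqp1, Ibsp and Serinc2. Krt19 had 156 reads in the Cre library and 1 in the Null library, with a lower bound of 4.57. Mt1 rose from 206 to 5345 reads, at 4.48 (4.28 to 4.69), although its neighbour Mt2 had fewer reads in the Cre library (21 against 64). Aqp1 rose from 10 to 332 reads, at 4.77 (3.94 to 5.91), and Ibsp from 242 to 3357, at 3.58 (3.39 to 3.77). Serinc2 had 46 reads in the Cre library and 0 in the Null library, with a lower bound of 3.37.

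**Figure D3:**
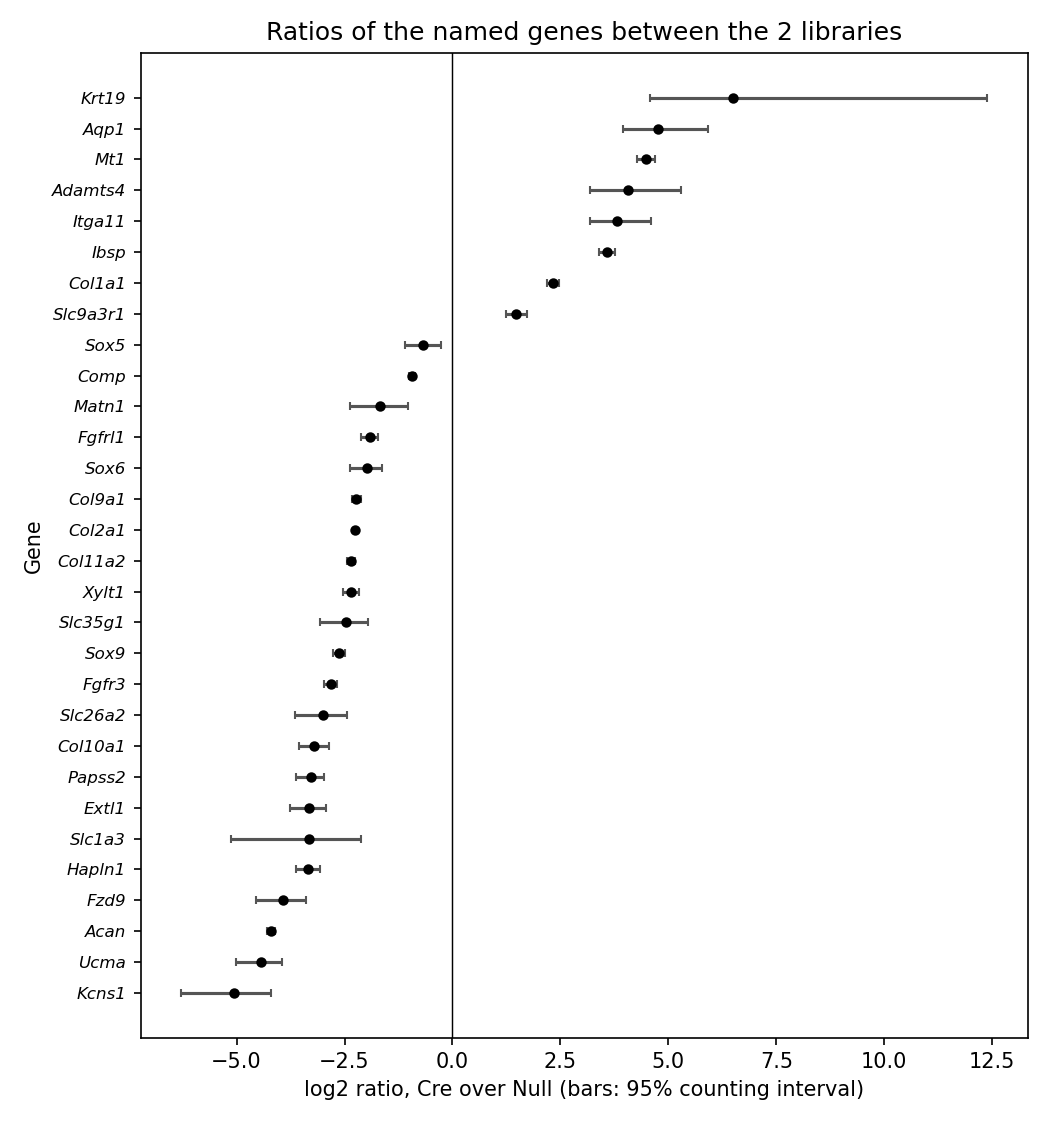
Log2 ratios of Cre over Null (x axis) for the named genes with reads in both libraries (y axis), with points for the ratio and bars for the 95% counting interval. All bars lie clear of 0; the bars are narrow for genes with many reads such as Col2a1 (-2.28 to -2.25) and wide for Krt19, which had 1 read in the Null library.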

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

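The row-order scaling and the summing of isoform records were chosen after seeing the data, and the other alternatives beforehand.

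The Sox9 log2 ratio of -2.62 was -2.46 with library-size scaling and -3.40 with row-order scaling, and it stayed within its counting interval under the 7 other alternatives. Its direction held in all of those runs. The cause of the row-order scale was not tested beyond what is given among the other observations.

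The numbers of lower and higher genes (1003 and 1115) were within 1.5 times of these values under the other scalings, thinning, the GC and length correction, summed isoforms and the adjusted exact binomial test on the reads. Leaving out the filter on low counts gave the same numbers, because a gene below 1 CPM has too few reads for its interval to exclude 0. The numbers became 614 and 604 with a mean of at least 10 CPM, 1675 and 1750 with a fold threshold of 1.5, and 346 and 440 with a threshold of 4. The assumed variation between cultures had a large effect: edgeR's exact test with Benjamini-Hochberg adjustment gave 655 lower and 734 higher genes at an assumed coefficient of variation of 0.1, 274 and 278 at 0.2, and 10 and 8 at 0.4. No replicate exists to say which value applies. Row-order scaling gave 4018 lower and 290 higher genes, because it moves the median log2 ratio of all genes to -0.80. Library-size scaling moved that median to 0.16.

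The ECM protein median stayed below 0, from -0.99 to -1.997, and below all random lists in each run. Relative to all genes it was -1.20 with row-order scaling against -1.21 with TMM. The value of -0.99 came from library-size scaling, with 51 members instead of 50. A change of scaling alone moves all genes by the same amount. It can shift a list among its random lists only through the genes kept at 1 CPM and their expression bins, so those runs hardly test the list's place. The enzyme and solute carrier medians also stayed below 0 and outside the random lists, but the enzyme median was -0.02 and the solute carrier median -0.05 with library-size scaling, so their sizes are relative to the other genes. The receptor median reversed to -0.020 after the GC and length correction, and to -0.0065 with members of at least 10 CPM. With row-order scaling it was -0.74, but that scaling lowers all genes, and relative to their median the receptors were at 0.06, against 0.08 with TMM. It stayed within the range of the random lists in these runs. The collagen median was -0.91 with row-order scaling, or -0.12 relative to all genes, against 0.11 with TMM. It passed the upper percentile with members of at least 10 CPM (0.35) and with members with any read (0.39). The cause was not tested. With 10 members lower and 9 higher, the median summarises this family poorly.

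For the 32 other named genes, 288 values were recomputed and none changed direction (0 values). That is weak evidence of stability. Many of these genes were chosen because their intervals lay far from 0, and a change of scaling moves all genes by the same amount. Of the 288 values, 248 stayed within the counting interval and 40 moved outside it, 24 of them with row-order scaling.

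Depth limits the single genes under 10 CPM, where the median bounded interval was 3.56 wide on the log2 scale. No paired analysis was possible because there is 1 library per infection.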

Other observations

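The tests were chosen only after their results were seen, except those on shared sequence, on chaperone and ATF4 target genes, on metal and glucocorticoid targets and on RNAs without poly(A) tails, and except the correction for GC content and length, the library sizes without the largest genes and the thinning applied to the ECM protein genes, which were planned as alternatives although what they would have to show was written down afterwards. The MHC genes were left out of the histone genes after the first result for that list was seen. None of the tests has replicates behind it.

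The tables' row order holds information about scale. Both tables list their records in one order that is neither alphabetical nor by abundance. Over 18290 records with reads, the position in the table was compared with an exact binomial p-value for each record, calculated at a series of assumed no-change ratios of Cre over Null reads. The rank correlation reached 0.988 at a ratio of 1.99, against 0.428 at the TMM ratio of 1.16 and 0.301 at the ratio of the column totals (1.04). The last 20 records with at least 100 reads had ratios between 2.03 and 2.06. A candidate explanation is that the records were sorted by a count test in which about 2 reads in the Cre library for each read in the Null library meant no change. Scaling on the listed totals would not give this order. Actb, with a ratio of 2.03, stands 3 places from the end among 7586 records with at least 100 reads, and 8 of 625 genes with at least 1000 reads lie as near to 1.99 as Actb does. That number does not decide for or against scaling on Actb, because the last records lie above 1.99, in a range that includes Actb. Of the genes with a mean of at least 1 CPM, 83.9% had a raw ratio under 1.99, before any fold or interval criterion. The choice matters for any statement about the number of genes that fell: TMM gives 1003 lower and 1115 higher genes, the row order 4018 and 290.

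The fall of the ECM protein genes was weighed against technical explanations. The list median of -1.22 was -1.07 after correction for GC content and length, so GC content and length did not account for it. It was -1.14 when the 20 largest genes were left out of the library sizes, and -1.25 after thinning. Those changes could not test dominant genes or depth as causes, because they hardly altered the scale. The median log2 ratio of all genes moved from -0.011 to 0.008 and -0.008. The median member shared 0% of its 50-base words with another gene, and 1 of the 50 shared more than 20%, so reads shared between paralogs do not explain the median. The 17 macrophage markers together had 7 reads in the Cre library and 14 in the Null library, too few for macrophage RNA to dilute the rest. A larger share of fibroblast-like cells in the Cre culture remains possible. The median log2 ratio of 21 fibroblast markers was 1.51, above all 10000 random lists, and it was 0.73 with row-order scaling. Thy1, Col3a1 and Col1a2 were at 4.21, 2.59 and 2.08. Simple dilution would lower cartilage genes by one factor, yet Acan fell by 1.92 more than Col2a1 on the log2 scale. Without replicates that gap cannot be told apart from variation between cultures, so loss of SOX9 activity, a change of cell identity and a different mix of cells could each give the pattern.

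Mt1 rose 4.48 on the log2 scale while the adjacent gene Mt2 fell by 1.80. A metal response would raise Mt2 and the zinc exporter gene Slc30a1 as well, and Slc30a1 was at -0.78. The 5 glucocorticoid target genes went both ways. Fkbp5 and Zbtb16 were at 0.28 and 0.09, and Sgk1, Per1 and Tsc22d3 at -0.50, -0.65 and -1.85. Their median of -0.50 was that of Sgk1, whose interval (-1.29 to 0.27) included 0. A joint rise of these targets was thus not seen, but they cannot exclude a glucocorticoid response. Some Cre expression constructs end in the polyadenylation signal of the mouse metallothionein-1 gene. A hypothesis is that reads from the viral Cre transcript were counted as Mt1. The opposite change of Mt2 is compatible with it, but the counts carry no positions along the gene, and the makeup of the virus was not analysed here. Reads piled up at the 3' end of Mt1 in the Cre library could settle the question.

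Histone genes, found by symbol after leaving out 14 MHC genes whose symbols begin with H2-, were higher in the Cre library: 18 of 50 met the criteria for higher and 0 for lower, and the median was 0.56 (percentile 99.85). With row-order scaling it was -0.34, still above the median of all genes at -0.80. The counts were small, with 364 and 72 reads over the 18 genes together. More cycling cells were a weak explanation, since the cell cycle list lay at percentile 88.25. The 18 that rose shared a median of 42.7% of their 50-base words with other genes and the 32 others 30.8%, a difference of 11.9 points that permuted labels often gave (two-sided permutation test, p = 0.331), so an effect of shared reads was neither shown nor excluded. Replication-dependent histone mRNAs mostly lack poly(A) tails, and Rmrp and Rpph1 lack them too. Rmrp had 1270 reads in the Cre library against 328, and Rpph1 803 against 277. With Terc (1 and 1 reads) the pooled log2 ratio was 1.56 (counting interval 1.43 to 1.69), above the 2-fold set beforehand. With row-order scaling it was 0.78, under 2-fold, but that scaling lowers all genes, to a median of -0.80. These RNAs are not histone genes, and their ratios are consistent with less complete poly(A) selection in the Cre library, a technical difference. The gene H3f3a goes against that explanation, since its mRNA is polyadenylated and it was among the 18 with 74 reads against 28 (1.17). The replication-dependent genes H1f2, with 226 and 186 reads (0.07), and H2bc4, with 36 and 28 (0.14), did not meet the criteria. Whether their mRNAs lacked poly(A) tails in these cells was not measured, so they count neither for nor against it. Other polyadenylated variants go with the explanation, since they did not meet the criteria either. H3f3b had 251 and 227 reads (-0.07), H1f0 922 and 953 (-0.26), H1f10 240 and 213 (-0.04) and H2az2 339 and 233 (0.32). Neither poly(A) selection nor shared reads was settled as the source of the histone pattern. Of 6 RNAs without poly(A) tails listed beforehand, 3 had entries in the tables.

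Genes of the unfolded protein response were lower: the median of 24 was -0.44, with 2 of 10000 random lists as low, and -0.39 after correction for GC content and length. The criterion written beforehand was whether chaperone genes or ATF4 target genes fell more. The median was -0.37 over 11 chaperone genes, 10 of them below 0 and 7 with an interval below 0. It was -1.82 over 7 ATF4 targets, 6 of them with an interval below 0; Sesn2 was at -0.07 (-0.27 to 0.14). Trib3 was at -2.85 (-3.30 to -2.44), Chac1 at -1.93 and Asns at -1.39. The ATF4 targets thus fell more, and a weaker ATF4 or amino acid response in the Cre culture is a candidate explanation. The comparison cannot exclude a lower secretory load, because the chaperone genes fell as well. The list median kept its direction with library-size scaling (-0.28). With row-order scaling it was -1.22, but that scaling lowers all genes. Relative to their median the list was at -0.42 with that scaling, against -0.43 with TMM. Medium age or cell density could alter the same genes, and no other culture was there to check it.

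Several housekeeping genes had few reads in both libraries: Ppia had 2 and 0, Pgk1 15 and 9, and Gapdh 68 and 33, although Actb had 5188 and 2553. Many of these genes have near-identical copies, and 82.5% of the 50-base words of Gapdh occur in another annotated gene. If reads that map to several places had been left out, ribosomal protein genes with more shared sequence should have fewer reads. The rank correlation over 81 such genes was -0.252 (two-sided permutation p = 0.0243, genes not being independent), weaker than the -0.5 set beforehand. The hypothesis may hold for part of the effect only. Counts of such genes are uncertain in either case.

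Xist had 369 reads in the Cre library and 181 in the Null library, while the 4 Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y together had 39 and 45. Xist reads per Y-linked read were 9.46 and 4.02 (two-sided Fisher's exact test on the reads of these 2 libraries, p = 0.000352). The cultures may thus have held different proportions of female and male cells. With 1 culture each this could not be told apart from ordinary variation between cultures.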
